A study of Escherichia coli str. K-12 substr. DH10B with 7 samples.

How the data were processed

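Genomic DNA of Escherichia coli DH10B was sequenced in 7 libraries to map single-strand breaks made by 2 nicking endonucleases, Nb.BsmI and Nb.BsrDI, which each cut 1 strand of the DNA duplex. Each nickase was analysed with 2 library preparations. In the nick translation (NT) preparation, per the labels' protocols, DNA polymerase I extended DNA from each nick with alpha-thio nucleotides, and Exonuclease III and RecJf then removed the template, so that the nuclease-resistant new strand was sequenced. The other preparation depended on terminal deoxynucleotidyl transferase (TdT), per the labels; its steps are not described in them. Before nicking, the DNA had been cut separately with 3 combinations of restriction enzymes and pooled, and its ends had been dephosphorylated and blocked with dideoxynucleotides, per the labels' protocols.

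Each of the 7 libraries formed a group of its own: an NT control without nickase, shared by both nickases, an NT and a TdT library for each nickase, and a TdT control without nickase for each nickase. The labels leave some points open. Their protocol text lists both nickases in the same reaction, whereas each library's treatment names a single nickase, and the groups follow the treatment. The protocol also describes a negative control in which water replaced the polymerase, whereas the treatment of the 3 controls is given as none; they are treated here as controls without nickase. The pairing of the 2 TdT controls with the nickases was taken from their titles.

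The deposited tables give a value for each of the 4686137 positions of the DH10B chromosome and each strand. For all 7 libraries, 14 tables hold the number of reads whose 5′ end lies at the position, as raw counts deposited without normalization. For the 3 controls, 6 further tables hold the coverage deposited by the authors, which is the number of reads overlapping each position. The chromosome build is the one named in the deposited tables. The aligner, trimming, read filters and treatment of duplicate reads are not stated in the labels or tables. The units were checked on the values: counts were whole numbers with a different total in each library, and the coverage summed to 35.5, 37.9 and 36.8 nt per read end in the NT control and the TdT controls for Nb.BsmI and Nb.BsrDI. The coverage tables were used to describe depth, for the local coverage in 10 kb windows, and as an alternative denominator.

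The following call rule was fixed before the data were examined. A position and strand was called in a nickase library if it had at least 5 read ends, if its count plus 1 was at least 2 times the count plus 1 of each neighbouring position on that strand, and if its count plus 1, divided by the library's total, was at least 2 times that of the control. The NT libraries were set against the NT control and each TdT library against the TdT control of its nickase. RPM, the number of read ends per 1000000 read ends of the library, was computed here from the counts. The same rule with nickase library and control exchanged gave a background number of calls.

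The planned measurements at the recognition sites of the enzymes needed the sequence of the chromosome, which was not used here. Positions that both preparations called replaced them, a choice made after the data were examined. The distance between NT and TdT calls was taken from the data by counting pairs at every distance up to 25 nt in either direction along the NT read, on the same and on the opposite strand, with distances of 11 to 25 nt as background. The distance with the most pairs defined the partner position in all further results. TdT calls of at least 10 RPM were analysed as a class of abundant calls, also a choice made after the data were examined. The 3 positions described for each nickase are those called by both preparations with the highest value of the lower of NT and TdT RPM, by a rule fixed before the data were examined. Gene names and annotations were not used here, because the gene table at hand belongs to another strain's assembly.

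For each abundant TdT call the log2 ratio of NT nickase library to NT control was computed from counts plus 1 divided by totals. Its median is given with an interval from order statistics and set beside the medians of 10000 random lists of as many positions, matched on strand and on the control's count (counts above 20 formed a single class) and drawn more than 25 nt away from the calls, as is the share of positions above 0. Shares are given with 95% exact Clopper-Pearson intervals. Spearman correlations across positions carry 95% intervals from 1000 bootstrap resamples of the positions; positions are not replicates, so no p-value is given. Each group has 1 library, so no difference between conditions has a replicate check and no test between conditions was made. All intervals cover counting error only, since reads copied by PCR are not independent molecules.

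The depth ranged from 963848 read ends in the TdT control for Nb.BsrDI to 14216220 in the Nb.BsmI NT library, and thus from 0.103 to 1.52 read ends per position and strand. The calling and pairing steps were tested on simulated data. Counts were drawn around the control values, capped at 20 per position. They were given 2000 planted positions per nickase, at 4 RPM in NT and 50 RPM in TdT. For Nb.BsmI, 99.8% of the planted positions were called in both preparations, together with 313 others. For Nb.BsrDI, the share was 99.9%, with 155 others. The partner distance planted, 0 nt, was found in both. The planted NT value lies above the medians at the real positions called by both preparations, 2.53 RPM for Nb.BsmI and 1.83 RPM for Nb.BsrDI. The cap also removed the highest control counts, so the recovery need not hold for weaker signals or the real background. A smaller number of planted positions had been tried first and was too low to exceed chance pairs for Nb.BsmI.

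Alternatives were a minimum of 10 read ends, a ratio threshold of 5, calls without the condition on neighbours or on the control, the other TdT control, wider matching of positions, the partner distance expected from the enzyme, a pseudocount of 0.5, another denominator, and 100 nt in place of 1 kb bins. Alternatives chosen after seeing the data were scaling by read ends more than 100 nt from positions called by both preparations, scaling without the 100 highest positions of each library, TdT calls of at least 50 RPM, all TdT calls, a partner distance chosen on a separate part of the chromosome, and correlations over other positions or per local coverage. The analysis used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.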

Results

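To map the nicks made by Nb.BsmI and Nb.BsrDI in the chromosome of E. coli DH10B at single-nucleotide resolution, read 5′ ends were counted at each position and strand in 7 libraries, with 1 library per group. The NT control held 10331240 read ends, the Nb.BsmI NT library 14216220 and the Nb.BsrDI NT library 12553728. The TdT libraries were less even in depth. The Nb.BsmI TdT library held 10393578 read ends and its control 7284858, whereas the Nb.BsrDI TdT library held 2118834 and its control 963848. Mean coverage per strand was 39.1 in the NT control, 29.5 in the TdT control for Nb.BsmI and 3.78 in the TdT control for Nb.BsrDI. These controls left 0.109%, 0.303% and 33.2% of positions uncovered, so the absence of reads in the last of them carries little weight at a single position.

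Read ends were more concentrated in the TdT than in the NT libraries. The 1000 highest positions held 2.56% of read ends in the NT control, 2.47% in the Nb.BsmI NT library and 6.91% in the Nb.BsrDI NT library. The corresponding shares were 46.1% in the Nb.BsmI TdT library and 44.8% in the Nb.BsrDI TdT library. In the TdT controls they were 40.0% for Nb.BsmI and 18.5% for Nb.BsrDI, so a large share at a few positions was also seen without a nickase.

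The first question was how many positions rise above the control in each preparation alone. The call rule gave 100537 positions in the Nb.BsmI NT library and 14070 in the Nb.BsmI TdT library. It gave 101291 positions in the Nb.BsrDI NT library and 17458 in the Nb.BsrDI TdT library. With the roles of nickase library and control exchanged, the same rule gave 74709 positions for Nb.BsmI NT, 67048 for Nb.BsmI TdT, 152246 for Nb.BsrDI NT and 7273 for Nb.BsrDI TdT. The number of calls was therefore below that of the exchanged comparison for Nb.BsmI TdT and Nb.BsrDI NT, and 1.35 times and 2.40 times as high for Nb.BsmI NT and Nb.BsrDI TdT. The libraries exchanged differ in depth while the minimum of 5 read ends is fixed, which limits this comparison. The nickase library was the deeper in each, so this minimum does not by itself explain the higher exchanged numbers. Of the alternatives tried, a ratio threshold of 5 lowered the number of Nb.BsmI NT calls most, to 5684.

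The design applied both preparations to each nickase, which allows calls to be paired. NT and TdT calls coincided most often on opposite strands at a distance of 0 nt. For Nb.BsmI, 2382 positions were called by both preparations in this arrangement. The number of pairs at distances of 11 to 25 nt averaged 183.6 and ranged from 130 to 238, so the pairs at 0 nt were 13.0 times the background. For Nb.BsrDI, 2269 positions were called by both, against a background mean of 190.2 and a range from 129 to 256, a ratio of 11.9. The distance expected for the TdT partner from the nick geometry, written down before the data were examined, was -1 nt; it gave 305 pairs for Nb.BsmI and 482 for Nb.BsrDI. A distance of 1 nt gave 108 and 47 pairs. Numbers at -1 and 1 nt are limited by the rule, which calls no 2 neighbouring positions on a strand. Nb.BsmI had a second, lower maximum of 451 pairs at 5 nt, where Nb.BsrDI had 194. The 2 strands contributed alike, with 1201 NT calls on the forward and 1181 on the reverse strand for Nb.BsmI, and 1152 and 1117 for Nb.BsrDI.

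**Figure D1:**
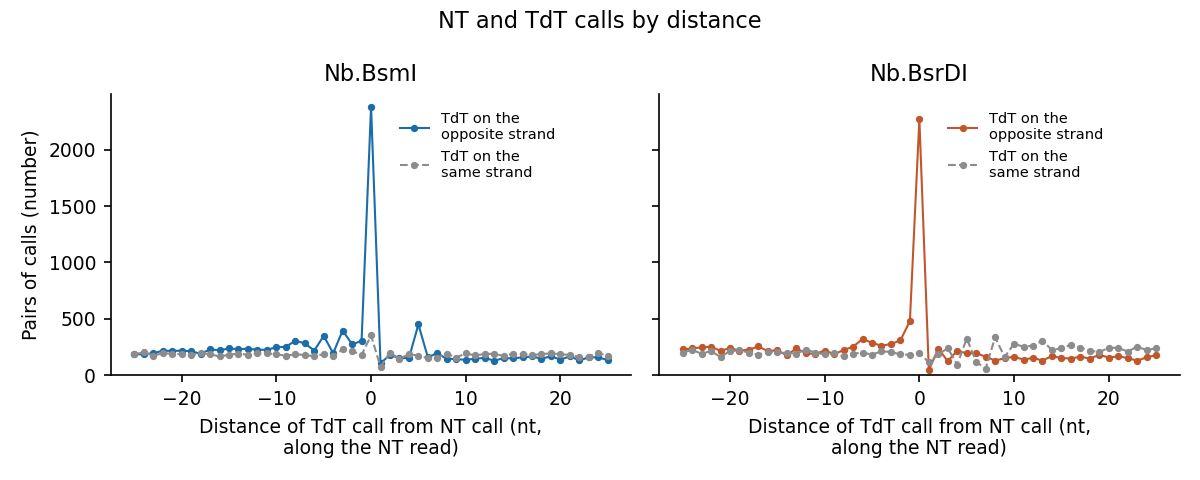
Number of pairs of an NT call and a TdT call (y axis) by the distance in nt from the NT to the TdT call along the NT read (x axis), for Nb.BsmI (left) and Nb.BsrDI (right); the solid coloured line shows TdT calls on the opposite strand and the dashed grey line those on the same strand. Both nickases peak at 0 nt on the opposite strand, with 2382 and 2269 pairs.

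Several backgrounds were measured the same way. Pairing the NT calls of Nb.BsmI with the TdT calls of Nb.BsrDI gave 259 positions, and pairing the NT calls of Nb.BsrDI with the TdT calls of Nb.BsmI gave 154. With nickase libraries and controls exchanged in both preparations, 620 pairs lay at 0 nt for Nb.BsmI, below the mean of 674.2 at distances of 11 to 25 nt, and 114 for Nb.BsrDI, below the mean of 149.1. The positions called by both preparations for 1 nickase had no member in common with those of the other. After shifting 1 set along the chromosome 100 times, the overlap averaged 0.66 and was at most 3, so an overlap of 0 is within chance. Background pairs at other distances amounted to 7.71% of the pairs at 0 nt for Nb.BsmI and 8.38% for Nb.BsrDI.

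The next question was whether abundant TdT signals have NT support. Among Nb.BsmI TdT calls, an NT call lay at the partner position for 0.999% of calls below 1 RPM, 2.28% of calls from 1 to 10 RPM, 76.3% (95% CI 74.1 to 78.4) of calls from 10 to 100 RPM and 80.5% (78.2 to 82.6) of calls of at least 100 RPM. From 10 RPM upwards, 2242 of 2867 calls had an NT partner, or 78.2% (76.6 to 79.7). In the NT library of the other nickase, 0.384% (0.192 to 0.685) of the same calls had a partner. For Nb.BsrDI the share from 1 to 10 RPM was 3.51% (3.15 to 3.91), above the 2.28% (1.70 to 2.99) of Nb.BsmI. The ranges differ, because 5 read ends exceed 1 RPM in the Nb.BsrDI TdT library and its calls in this class start higher. From 10 RPM upwards the Nb.BsrDI share was lower than for Nb.BsmI. It was 19.9% (18.9 to 20.8) from 10 to 100 RPM and 38.0% (35.7 to 40.3) at 100 RPM or more. At 10 RPM or more, 1944 of 8205 Nb.BsrDI calls had an NT partner, or 23.7% (22.8 to 24.6), against 1.24% (1.01 to 1.51) in the NT library of Nb.BsmI. The intervals of the 2 nickases did not overlap, but with 1 library each the difference belongs to these libraries. Placing the partner at the expected distance of -1 nt in place of 0 nt moved both shares most. They became 0.767% for Nb.BsmI and 4.49% for Nb.BsrDI, and their order turned around. The rule calls no 2 neighbouring positions on a strand. TdT calls with a partner at 0 nt thus had none at -1 nt by construction, which lowers the Nb.BsmI share more. The reversed order is therefore in part fixed by the rule. At the distance of 0 nt, a ratio threshold of 5 moved both shares most, to 42.7% and 10.1%.

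**Figure D2:**
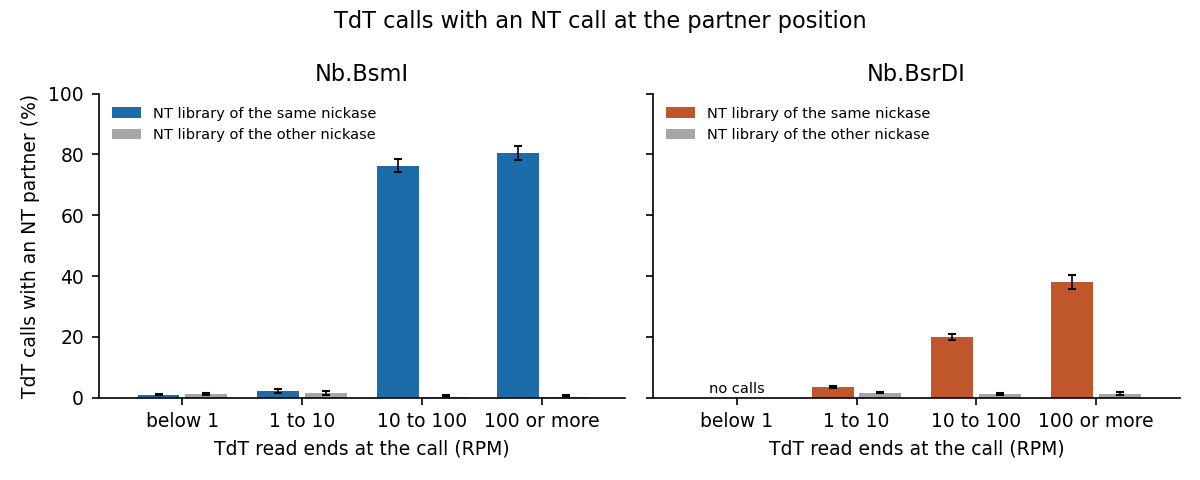
Share of TdT calls (y axis, percent) with an NT call at the partner position, by the RPM of the TdT call (x axis), for Nb.BsmI (left) and Nb.BsrDI (right); coloured bars use the NT library of the same nickase, grey bars that of the other nickase, and error bars are 95% exact binomial intervals. From 100 RPM upwards the share is 80.5% for Nb.BsmI and 38.0% for Nb.BsrDI; Nb.BsrDI has no calls below 1 RPM, where 5 read ends already exceed that level.

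The same comparison was made without calling NT positions. At the 2867 abundant TdT calls of Nb.BsmI, the median log2 ratio of the Nb.BsmI NT library to the NT control was 3.79 (95% CI 3.71 to 3.86), and 91.6% of positions were above 0. All 10000 matched random lists had a lower median, -0.46, the value given by positions with equal counts in both libraries. At the 8205 abundant TdT calls of Nb.BsrDI, the median ratio in the Nb.BsrDI NT library was 0.30 (0.26 to 0.53), with 51.6% of positions above 0. All 10000 random lists again had a lower median, -0.28. The random medians had no spread, because most matched positions had equal low counts, so the share of positions above 0 was compared too. It ranged from 26.6% to 33.1% in the random lists for Nb.BsmI and from 17.6% to 21.2% in those for Nb.BsrDI, below the observed 91.6% and 51.6%. In the NT library of the other nickase, 17.3% of positions were above 0 at Nb.BsmI calls and 31.6% at Nb.BsrDI calls, within the ranges of the random lists, from 16.8% to 22.6% and from 28.2% to 32.3%. With the control's full coverage as the denominator, the Nb.BsrDI median was -0.032, below 0 but above the medians of 1000 matched random lists under that denominator, which lay between -0.79 and -0.73. Over all TdT calls the medians were -0.46 for Nb.BsmI and -0.28 for Nb.BsrDI, the values given by equal counts in both libraries.

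Positions called by both preparations held a small share of NT reads and a large share of TdT reads. For Nb.BsmI the 2382 positions held 1.21% of read ends in the NT library and 27.8% in the TdT library. The same positions held 0.0205% of read ends in the NT control and 0.0348% in the TdT control, which are low in part because the call rule required it. The libraries of the other nickase, which had no part in the choice of positions, held 0.0179% in NT and 0.109% in TdT. The latter is above the 0.0251% in the TdT control for Nb.BsrDI. For Nb.BsrDI the 2269 positions held 1.43% of NT and 26.5% of TdT read ends, against 0.0200% and 0.0406% in the controls. The Nb.BsmI NT and TdT libraries held 0.0211% and 0.0181% at these 2269 positions, and the TdT control for Nb.BsmI 0.0189%. The widest counting interval among the nickase libraries, that of Nb.BsrDI TdT, ran from 26.5% to 26.6%. Shares changed moderately when 1 nt on each side was included, for example to 32.1% for the Nb.BsmI TdT library.

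The read ends lay close to the called position. In a window of 21 nt around it, the median share of TdT read ends at the position itself was 83.3% for both nickases. The median share of NT read ends was 55.8% for Nb.BsmI and 65.2% for Nb.BsrDI. Over all positions, 8.33% of Nb.BsmI NT read ends in the window lay 1 nt further along the read and 2.02% lay 1 nt before it; for Nb.BsrDI these shares were 11.8% and 1.99%. In the NT control they were 8.52% and 2.84% at the Nb.BsmI positions, and 4.63% and 3.16% at the Nb.BsrDI positions. The inequality in shares was thus also present without a nickase. In RPM, the mean 1 nt further along was 0.803 for Nb.BsmI, against 0.186 in the control, and 1.125 for Nb.BsrDI, against 0.0993. From 5 to 8 nt further along, the Nb.BsmI NT library averaged 0.398 to 0.515 RPM per position, against 0.0694 to 0.107 in the control. The Nb.BsrDI NT library averaged 0.123 to 0.182 RPM there, against 0.0565 to 0.171. NT read starts were also unequal on the 2 sides farther away. From 40 to 11 nt before the position, the Nb.BsmI NT library averaged 0.0901 RPM per position, against 0.113 in the control, and from 11 to 40 nt after it 0.167 RPM, against 0.105. For Nb.BsrDI the values were 0.0621 RPM before, against 0.108, and 0.158 RPM after, against 0.0936.

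Read numbers in the 2 preparations ranked positions only weakly alike. Across the positions called by both, the Spearman correlation of NT with TdT read ends was 0.224 (95% CI 0.179 to 0.265) for Nb.BsmI and 0.241 (0.202 to 0.281) for Nb.BsrDI. The median position had 36 NT and 949 TdT read ends for Nb.BsmI, and 23 NT and 89 TdT read ends for Nb.BsrDI. With both counts divided by the local coverage of the NT control, the correlation was 0.155 for Nb.BsmI and 0.241 for Nb.BsrDI.

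The strongest positions by the lower of both RPM values illustrate these numbers. For Nb.BsmI, position 3682377 of the DH10B chromosome had 1239 NT read ends on the forward strand (87.2 RPM; 6 in the control) and 3895 TdT read ends on the reverse strand (374.8 RPM; 1 in the control). Position 4367879 had 955 NT read ends on the reverse strand (67.2 RPM; 2 in the control) and 1001 TdT read ends on the forward strand (96.3 RPM; 0 in the control). Position 3793202 had 891 NT read ends on the reverse strand (62.7 RPM; 1 in the control) and 1785 TdT read ends on the forward strand (171.7 RPM; 0 in the control). For Nb.BsrDI, all 3 NT signals were on the forward strand and all 3 TdT signals on the reverse strand. Position 3937139 had 2055 NT read ends (163.7 RPM) and 447 TdT read ends (211 RPM). Position 3940730 had 1638 NT read ends (130.5 RPM) and 1074 TdT read ends (506.9 RPM). Position 3878159 had 1630 NT read ends (129.8 RPM) and 1313 TdT read ends (619.7 RPM). The NT control had 1 read end and the TdT control 0 at each of these 3 positions. The libraries of the other nickase had at most 10 read ends at any of the 6 positions. The values of 10 at position 3793202 and 5 at position 3682377 came from the Nb.BsrDI TdT library of 2118834 read ends. Both reach the minimum of 5 read ends of the call rule. The genes at these positions were not analysed here.

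Positions called by both preparations were spread over the whole chromosome. In the 46 complete bins of 100 kb, their number ranged from 37 to 67 with a median of 49.5 for Nb.BsmI, and from 33 to 67 with a median of 49 for Nb.BsrDI. Across bins, the number had a Spearman correlation with NT control coverage of 0.318 for Nb.BsmI and 0.590 for Nb.BsrDI.

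**Figure D3:**
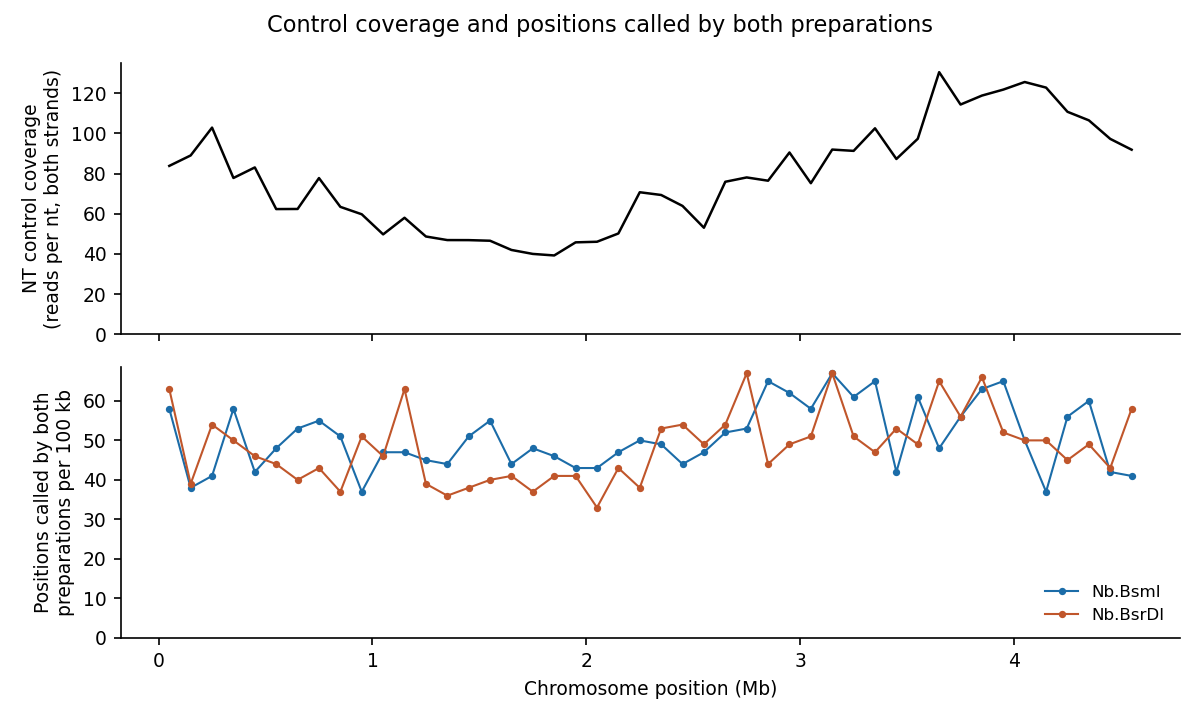
Coverage of the NT control summed over both strands (top, reads per nt) and number of positions called by both preparations for each nickase (bottom), per 100 kb bin along the chromosome (x axis, Mb). Every bin holds at least 37 positions for Nb.BsmI and 33 for Nb.BsrDI.

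The 2 TdT controls carry the same labels apart from the nickase in their titles, and their difference is the only view of the spread between libraries. Over 4687 bins of 1 kb, their RPM had a Spearman correlation of 0.692 (95% CI 0.675 to 0.709) and a Pearson correlation of 0.675. Without the 100 highest positions of each control, these values were 0.673 and 0.472. In bins of 100 nt, where the control for Nb.BsrDI averaged 20.6 read ends, the Spearman correlation was 0.395 and the Pearson correlation 0.675. Without the 100 highest positions these were 0.393 and 0.263. Set against each other by the call rule, the control for Nb.BsmI had 8379 calls (0.0894% of positions on both strands) and the control for Nb.BsrDI 6530 (0.0697%). Against the same control for Nb.BsrDI, the Nb.BsmI TdT library had 4970 calls, fewer than the 8379 of the control for Nb.BsmI. Against the control for Nb.BsmI, the Nb.BsrDI TdT library had 18112 calls, more than the 6530 of the control for Nb.BsrDI. Differences between controls can thus exceed the number of TdT calls of Nb.BsmI. At the partner position of NT calls, the calls between controls gave 84 pairs with Nb.BsmI and 26 with Nb.BsrDI. Both are far below the 2382 and 2269 positions called by both preparations.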

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

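The tests on the highest positions of the TdT controls and on the coverage along the chromosome were chosen after these results were seen.

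A few positions held a large part of the reads in a library without nickase, which drew attention because the signal lies outside the comparisons with the nickases. The 100 highest positions of the TdT control for Nb.BsmI held 31.8% of its read ends, and the highest alone held 252941, or 3.47%. In the TdT control for Nb.BsrDI the 100 highest positions held 14.8%, and in the NT control 0.800%. Amplification of chance molecules within 1 library would place these positions at random, but 52 of the 100 highest positions were shared by the 2 TdT controls. Reads carried over from 1 library to the other would keep a fixed ratio of counts. At the shared positions the log2 ratio between the controls had an SD of 1.60, against 0.0579 from counting error, which argues against carry-over as the whole cause. The positions may be ends of short DNA fragments of which each preparation sees an end: of the 100 highest positions in the control for Nb.BsmI, 60 faced 1 of the 1000 highest NT control positions on the opposite strand within 500 nt. After 100 shifts along the chromosome this number averaged 3.93 and was at most 10. The same count was 55 for the control for Nb.BsrDI. This is a hypothesis found and tested on the same data, and repeats that attract reads of several copies remain open, since the sequence was not used here. Of the 100 highest positions in the Nb.BsmI TdT library, 59 were those of its control. The Nb.BsrDI TdT library shared 1 with its own control. No biological explanation was tested.

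The coverage tables of the NT control showed a broad gradient along the chromosome. The 250 kb bin starting at 4000001 had a mean coverage of 123.7 on both strands together and the bin starting at 1500001 had 42.3, a ratio of 2.92. Copy number that falls from the replication origin to the terminus in growing cells is a candidate explanation and would place the extremes opposite each other on the circular chromosome. They lay 2.19 Mb apart in the NT control, where 50% of the chromosome is 2.34 Mb. With counts above 50 per position set to 50, the distance was between 2.0 and 2.25 Mb in all 7 libraries, and the highest bin exceeded the lowest by 1.90 times in the Nb.BsrDI TdT library to 3.30 times in its control. Base composition and mappability were not tested.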

How the results depend on the processing

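Of 95 alternatives over 17 results, 39 left the value within its counting interval or, for a count, within 1.5 times, 53 moved it further and 3 took it below 0. The rescalings, TdT calls of at least 50 RPM, all TdT calls, the separate part of the chromosome, the expected distance for positions called by both and the other correlations of NT with TdT were chosen after seeing the data. Unless stated, the cause was not tested. Because counting intervals are narrow, many of the moves are small.

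The partner share of abundant TdT calls was higher for Nb.BsmI than for Nb.BsrDI under 10 of 11 alternatives, between 42.7% and 82.6% against 10.1% and 35.2%. The exception was the partner at the distance of -1 nt expected from the enzyme, with 0.767% for Nb.BsmI and 4.49% for Nb.BsrDI; it also left 305 and 482 positions called by both. The other alternatives that moved it were, for Nb.BsmI and Nb.BsrDI in this order, a minimum of 10 read ends (72.5% and 19.7%), a ratio of 5 (42.7% and 10.1%), no condition on neighbours (67.7% and 30.4%) and TdT calls of at least 50 RPM (82.6% and 35.2%). Only Nb.BsmI moved without the condition on the control (66.6%), with the other TdT control (69.1%) and with the distance chosen on a separate part of the chromosome (80.1%). Only Nb.BsrDI moved with an NT call allowed within 1 nt (28.3%).

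Call numbers followed the rule's strictness by construction. A minimum of 10 read ends gave 21899 NT and 5415 TdT calls for Nb.BsmI and 52591 NT calls for Nb.BsrDI. A ratio of 5 gave 5684 NT and 4130 TdT calls and 1207 positions called by both for Nb.BsmI, and 12309, 10056 and 784 for Nb.BsrDI. Without the condition on neighbours these numbers were 195427, 27238 and 4982 for Nb.BsmI, and 316353, 28378 and 5230 for Nb.BsrDI. Without the condition on the control they were 300562, 46999 and 3613 for Nb.BsmI. The other TdT control left 4970 TdT calls for Nb.BsmI, but 2268 positions called by both. Both rescalings kept every count within 1.5 times.

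The median log2 NT ratio of Nb.BsmI was 4.40 with a pseudocount of 0.5, 4.09 at positions with at least 5 read ends in NT or its control, 3.60 with full coverage as denominator, 3.45 at the calls made with the other TdT control and 3.91 at TdT calls of at least 50 RPM. For Nb.BsrDI it was 3.36 at positions with at least 5 read ends and 1.30 at TdT calls of at least 50 RPM, and it changed sign to -0.032 with full coverage as denominator, where matched random lists had a median of -0.76. The filter on 5 read ends raises the median by construction, since the control has few reads at these positions and the filter thus keeps those with a high NT count; these values do not bear on the size of the rise. Over all TdT calls it was -0.46 for Nb.BsmI and -0.28 for Nb.BsrDI. These are the values of equal counts in both libraries, so they show no change rather than a change in the other direction; the calls added lie below 10 RPM, and few of them have an NT partner.

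With 1 nt on each side, the read share of positions called by both was 1.45% in NT and 32.1% in TdT for Nb.BsmI, and 1.72% and 30.4% for Nb.BsrDI. Without the 100 highest positions it was 1.10% and 34.1%, and 1.28% and 25.4%. The correlation of NT with TdT for Nb.BsmI was 0.144 over all abundant TdT calls and 0.155 per local coverage. The Spearman correlation of the TdT controls fell to 0.395 in bins of 100 nt, which hold fewer reads each. The Pearson correlation stayed at 0.675 with all positions, but without the 100 highest positions of each control it fell from 0.472 to 0.263.

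Several analyses set down before the data were examined were not run because the sequence of the chromosome was not used here: measurements at recognition sites, scaling away from them and positions with unique flanks. No paired analysis was possible because each group has 1 library. The TdT control for Nb.BsrDI is the shallowest library, with 0.103 read ends per position and strand. In both TdT libraries it left fewer calls than the deeper control, 4970 against 14070 for Nb.BsmI and 17458 against 18112 for Nb.BsrDI.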

Other observations

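The tests of shallower libraries, local depth, spacing and spread read starts, and that of nicks on both strands, were set down before their results were seen. The tests of weak TdT calls, restriction ends and unblocked ends, and the counts by NT abundance, were chosen afterwards.

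The lower share of abundant Nb.BsrDI TdT calls with an NT partner, 23.7% against 78.2% for Nb.BsmI, was set against several technical explanations. Shallower libraries do not account for it, because Nb.BsmI libraries thinned to the depths of the Nb.BsrDI libraries kept a share of 77.0% (95% CI 75.4 to 78.5). Thinning equalizes the totals only. The Nb.BsrDI NT library had no read end at 69.2% of positions, against 51.5% in the Nb.BsmI NT library and 58.7% in the NT control. Whether such uneven reads lower the share was not tested. Low local depth does not account for the lower share either. It was 22.6% (20.8 to 24.5) among the 2051 Nb.BsrDI calls of highest NT control coverage and 23.3% (21.5 to 25.2) among the 2052 of lowest coverage. Closely spaced positions, where an extension from a nick would meet another, are also argued against: Nb.BsrDI calls with no other call within 1 kb had a share of 33.3%, although these were only 15 calls (11.8 to 61.6). With no other call within 200 nt, the share was 28.4% of 1284 calls (26.0 to 31.0), against 87.3% of 496 calls for Nb.BsmI (84.0 to 90.1). If NT read starts were spread over neighbouring positions, dropping the condition on neighbours would close the gap; it gave 30.4% (29.5 to 31.3) against 67.7% (66.3 to 69.0). It also added TdT calls, to 10980 and 4806, so these shares are over other sets of calls. For Nb.BsrDI, 3338 calls had a partner, too few to close the gap even if all were among the original 8205. At the unchanged TdT calls, allowing an NT call within 1 nt gave 28.3% against 79.1%, which covers a displacement of 1 nt only. Weak TdT calls outside nick positions are not the whole cause, because calls of at least 100 RPM had shares of 38.0% and 80.5%. What stays open, untested, is a difference between the nickases themselves or between the DNA batches behind the NT and TdT libraries. Uneven reads in the Nb.BsrDI NT library, or abundant TdT signals at positions that were not nicked, also stay open. With 1 library per group these cannot be separated.

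The same asymmetry appeared from the NT side. Of NT calls of at least 5 RPM, 672 of 1302 for Nb.BsmI had a TdT call at the partner position, or 51.6% (95% CI 48.9 to 54.4). For Nb.BsrDI this was 561 of 7915, or 7.09% (6.53 to 7.68). Below 1 RPM the shares were 0.511% and 1.13%. Most abundant NT calls of Nb.BsrDI therefore had no TdT counterpart in these libraries.

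TdT calls of Nb.BsrDI contained pairs of positions that faced away from each other at a fixed distance. In 367 pairs, a call on the reverse strand lay 6 nt before a call on the forward strand, whereas other distances up to 25 nt gave a median of 17.5 and at most 32 pairs, with 1 pair at 5 nt and 0 at 7 nt. Restriction ends shared by all TdT libraries are argued against, because the Nb.BsmI TdT library, from DNA cut in the same way per the labels, had at least 5 read ends, called or not, at 0.272% of the 734 pair members (95% CI 0.0330 to 0.981). Its median there was 0, against 21 in the shallower Nb.BsrDI TdT library. Ends left unblocked at the same positions in both Nb.BsrDI TdT libraries are argued against as well. Without the call rule, 386 pairs at 6 nt with at least 5 read ends on both strands were found in the Nb.BsrDI TdT library. Other distances there had a median of 49.5 and at most 256 pairs. Of the 772 members of the pairs at 6 nt, 0% (95% CI 0 to 0.477) had at least 5 read ends in its control, where 8.87 would be the median at equal RPM. The control had 47 pairs at 6 nt, at other positions, against a median of 1.0 and at most 238 at other distances. Ends unblocked in the nickase-treated library alone and nicks on both strands remain possible. Of the pair members, 1.77% (0.946 to 3.01) had an NT partner, against 13.5% (13.0 to 14.0) of the other Nb.BsrDI TdT calls. This does not decide the question, because an extension from either nick would run off at the facing nick after a few nucleotides and leave no read. The Nb.BsmI TdT calls had their own preferred arrangements, with 111 pairs where the reverse-strand call lay 1 nt after the forward-strand call and 75 where it lay 5 nt before it, against a median of 11 over all distances. No biological explanation was tested.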
